# PAGE4 promotes prostate cancer cells survive under oxidative stress through modulating MAPK/JNK/ERK pathway

**DOI:** 10.1186/s13046-019-1032-3

**Published:** 2019-01-18

**Authors:** Chengcheng Lv, Shui Fu, Qingzhuo Dong, Zi Yu, Gejun Zhang, Chuize Kong, Cheng Fu, Yu Zeng

**Keywords:** PAGE4, Oxidative stress, Prostate Cancer, MAPK, ERK

## Abstract

**Background:**

Prostate cancer (PCa) is one of the most common cancers in male worldwide. Oxidative stress has been recognized as one of the driving signals pathologically linked to PCa progression. Nevertheless, the association of oxidative stress with PCa progression remains unclear.

**Methods:**

Western blot, q-RT-PCR and bioinformatics analyses were used to examine PAGE4 expression. Comet assay and Annexin V/ PI dual staining assay were performed to investigate DNA damage and cell death under oxidative stress. Mouse xenograft model of PCa cells was established to verify the role of PAGE4 in vivo. Transcriptomic analysis was performed to investigate the underlying mechanism for the function of PAGE4 under oxidative stress. Western blot assay was conducted to determine the status of MAPK pathway. Immunohistochemistry was used to identify protein expression of PAGE4 in tumor tissues.

**Results:**

In this study, we found that PAGE4 expression was increased in PCa cells under oxidative stress condition. PAGE4 overexpression protected PCa cells from oxidative stress-inducing cell death by reducing DNA damage. PAGE4 overexpression promoted PCa cells growth in vivo. Mechanistically, PAGE4 promoted the survival of prostate cancer cells through regulating MAPK pathway which reflected in decreasing the phosphorylation of MAP2K4, JNK and c-JUN but increasing phosphorylation of ERK1/2.

**Conclusion:**

Our findings indicate that PAGE4 protects PCa cells from DNA damage and apoptosis under oxidative stress by modulating MAPK signalling pathway. PAGE4 expression may serve as a prognostic biomarker for clinical applications.

**Electronic supplementary material:**

The online version of this article (10.1186/s13046-019-1032-3) contains supplementary material, which is available to authorized users.

## Background

Prostate cancer (PCa) remains the third killer in men with all kinds of cancers [1]. Although the 5-year survival rate for most men with local or regional prostate cancer is almost 100%, for those patients with tumors spreading to other parts of the body, the 5-year survival rate is merely 29% [1]. Basically, androgen deprivation therapy can delay the progression of cancer; however, many patients would end up with castration resistant prostate cancer (CRPC), which is currently incurable [2].

PAGE4 (Prostate Associate Gene 4) belongs to the Cancer Testis Antigen (CTA) family, which are normally expressed only in adult testis but not in other mature tissues. However, in many tumors or other diseases, the CTA genes are re-expressed again [3, 4]. Accumulating evidence from varied studies including those from our group has shown that PAGE4 is re-expressed in human diseased prostate, particularly in the stroma of symptomatic benign prostatic hyperplasia (BPH) [5], and in the epithelia of proliferative inflammatory atrophy (PIA) that is considered as a precursor of PCa, as well as in PCa itself [6–11]. Interestingly, the expression of PAGE4 was found to be significantly lower in androgen-resistant prostate cancer than primary prostate cancer [8]. Additionally, PAGE4 was recently found to be related to androgen receptor function, while different phosphorylated format catalyzed by two kinases contributed to PAGE4 conformational dynamics and androgen-dependence switching in PCa [12, 13]. We previously screened prognostic indicators of prostate cancer using tissue samples, and found that the transcription level of PAGE4 in prostate cancer tissues was negatively correlated with the biological recurrence of cancer [14]. At the same time, another study indicated that the expression level of PAGE4 varied in prostate cancer tissues with different Gleason scores [15], suggesting that it might be used as an auxiliary indicator of prostate cancer malignancy. Thus, the involvement of PAGE4 in diseased prostate, particularly in the prostate cancer, is somehow founded. However, the exact functional role of PAGE4 in the context of signalling pathways under a diseased status of prostate cancer remains largely unclear.

Our previous study has found that PAGE4 is an intrinsic disorder protein (IDP) and can protect cells from stress [16, 17]. Further studies have shown that the regulatory mechanism of PAGE4 may be related to the phosphorylation of the Thr-51 amino acid site stimulated by the homeodomain-interacting protein kinase 1 (HIPK1) [18, 19] and of multiple S/T residues catalyzed by CDC-Like Kinase 2 (CLK2) [13]. In cellular process, we previously showed that PAGE4 mainly localized in mitochondria, and overexpressing PAGE4 protected cancer cells from different kinds of stress such as glucose deprivation, treatment of TNFα or chemical drug, through increasing the protein level of p21 [10]. However, when cells were exposed to H_2_O_2_, p21 level was not changed, suggesting that PAGE4 may protect cells from oxidative stress in a different manner. One possible explanation of this phenomenon is that PAGE4 interacts with c-JUN and then activates MAP kinase signalling pathway [20], but the detail mechanism still needs to be further studied.

Here, we focused on the PAGE4 regulation on oxidative stress in PCa cells. We found that treatment of H_2_O_2_ significantly increased the expression of PAGE4, which exactly protected cells from apoptosis under the stress status. In addition, PAGE4 overexpression promoted tumor growth in xenograft mouse models. Further RNA-sequencing study revealed a potential involvement of Mitogen-activated protein kinase (MAPK) pathway in PAGE4 regulation on oxidative stress. Thus, the present results may expand our understanding of the role of PAGE4 on stress response to reactive oxygen species (ROS) which is critical to the development of PCa.

## Methods

### Cell culture

All cell lines were obtained from the Cell Bank of the Shanghai Institutes of Biological Sciences, Chinese Academy of Sciences. Human prostate cancer cell lines 22RV1, DU145, PC3 and LNCaP were cultured in RPMI-1640 (Gibco, China), 293 T cells were cultured in DMEM (Gibco, China), and both media contained 10% fetal bovine serum (Gemini, USA) and 1% penicillin-streptomycin (Gibco, USA). All cell lines were cultured at 37 °C in a humidified atmosphere of 5% CO_2_.

### Construction and production of lentiviral vector

Open reading frame of PAGE4 with HA N-terminal tag was cloned into pLVX-TetOne-Puro (Clontech, USA) vector using In-Fusion HD method following the protocol provided by Clontech. Briefly, vector was digested by EcoR I (New England Biolabs, USA) and BamH I for linearization, then mixed with insert DNAs in In-Fusion cloning reaction buffer. Alternatively, open reading frame of CLK2 or HIPK1 with 3X Flag N-terminal tag were amplified from human cDNA library, and then digested by BamH I and Xba I for CLK2, and Xho I and Not I for HIPK1. The insert DNAs were cloned into pLVX-Puro (Clontech) vector. After construction, vectors were transduced into *E. coli*. Screened clones were expanded, and plasmids were extracted and purified. Then the over-expressing vectors or empty vectors were co-transfected with 2nd Generation Packaging System Mix (Abmgood, Canada) into 293 T cells using calcium phosphate transfection method [21]. After culturing transfected 293 T cells in DMEM media for 48 h, the supernatant containing lentivirus were harvested and filtered with a 0.45 μm filter (Merck Millipore, Germany).

### Cell transfection

Lentivirus were added into target cell lines with 8 μg/mL polybrene (Sigma-Aldrich, USA), then cells were centrifuged for 1 h at 500 rpm to aid transfection. After 72 h, cells were treated with 2 μg/mL of puromycin (Invivogen, USA) for 2 weeks, and survival cells were maintained in medium supplemented with 200 ng/mL of puromycin.

### Cell treatment

To enable the expression of transduced gene, 1 mg/L of doxycycline (DOX, Clontech) was added into all transfected cells for at least 48 h before analysis. To stimulate ROS in vitro, 200 mM H_2_O_2_ was added to cells for 12 h before analysis unless otherwise stated. 5 mM N-Acetyl-L-cysteine (NAC, Sigma-Aldrich) was given to cells for 12 h before collection.

### RNA extraction and real-time quantitative PCR

Total RNA was extracted using TRIzol reagent (Invitrogen, USA) according to the manufacturer’s instructions. cDNA was synthesized using PrimeScript™ RT Master Mix (Takara, Japan), and quantitative real-time PCR was performed using SYBR Premix EX Taq™ II (Takara). ACTB was used as a reference gene. The primer sequences used to amplify the target genes are searched from PrimerBank [22, 23]. The sequence of primers are listed in Additional file 1: Table S1. The real-time PCR was performed as follows: 3 μL of ddH_2_O, 5 μL of 2× SYBR mix, 0.5 μL of forward primer, 0.5 μL of reverse primer and 1 μL cDNA templates were mixed together. The PCR reaction consisted of an initial denaturation at 95 °C for 30 s, followed by 40 cycles of denaturation at 95 °C for 5 s, annealing at 60 °C for 30 s. The ΔCT method was performed to calculate the relative expression [24].

### ROS assay

ROS activity was measured with 2′, 7′ –dichlorofluorescin diacetate (DCFDA, Sigma). Cells were seeded at 25,000 cells per wells in 96 well plates the day before assay. When experiment, cells were washed with PBS once, then stained with 20 μM of DCFDA for 30 min for LNCaP cells, and 25 μM of DCFDA for 45 min for DU145 cells, respectively. After washed with PBS, cells were treated with 2 mM of H_2_O_2_ or PBS in DMEM medium without supplemental phenol red for one hour, then were measured under microplate reader (BioTek Instruments, USA). Unstained cells from each group were used for standardization.

### Western blotting

Cells were harvested in RIPA lysis buffer (Beyotime, China), then the protein concentrations were measured using the BCA protein assay kit (Invitrogen, USA). After that, protein was heated for 5 min at 99 °C, and 20 μg of protein were loaded into each lane and separated by 10% SDS-PAGE in Tris-glycine running buffer, and then transferred to PVDF membranes (Millipore). The membranes were blocked with 5% skimmed milk in TBST at room temperature for 1 h and then incubated with primary antibodies at 4 °C overnight. After three washes with TBST for 5 min each, the membranes were incubated with 1:3000 HRP-coupled secondary antibody (Abmgood, Canada) in 5% skimmed milk in TBST for 1 h. The membranes were then washed for three more times with TBST and visualized using the Pierce ECL Plus (Thermofisher, USA). Antibodies against PAGE4 (Sigma-Aldrich, USA) was diluted in 5% skimmed milk in TBST at 1:500, and antibody against β-actin (Sigma-Aldrich) was diluted in 5% skimmed milk in TBST at 1:5000, while antibodies against pMAP2K4, pJNK, JNK, pATF2, p-c-JUN, pERK, ERK (Cell Signaling Technology, USA) were all diluted in 5% bovine serum albumin (Sangon, China) in TBST at 1:1000. Integral optical density (IOD) of each band was measured by using Gel-Pro Analyzer (version 4.0, Media Cybernetics, USA).

### Comet assay

The alkaline comet assay was performed using CometAssay Reagent kit for Single Cell Gel Electrophoresis Assay (Trevigen, USA) according to the manufacturer’s protocol. Briefly, cells were collected then suspended at 1 × 10^5^ cells per mL, and 20 μL cell suspension combined with 200 μL LMAgarose with final volume of 50 μL were then pipetted onto each CometSlide. When a clear ring appeared, the slides were incubated in Lysis Solution for 30 min. Then the slides were sunk in alkaline unwinding solution for 20 min at room temperature. Slides were electrophoresed in alkaline electrophoresis solution at 21 V, 300 mA for 30 min at 4 °C. The slides were drained and stained with 1× SYBR Gold (ThermoFisher). Cell images were captured using an Olympus AX70 fluorescence microscope (Olympus, Japan) and single cells tail length, tail DNA percentage were measured by CometScore version 2.0 (TriTek, USA) software [25].

### Annexin V/ Propidium iodide (PI) double-staining assay

Annexin V-FITC apoptosis detection kit (BD biosciences, USA) was used to analyse the apoptosis. Annexin V and propidium iodide staining was performed according to the manufacturer’s protocol. Briefly, 10^4^ cells in 100 μL 1× Binding Buffer were stained with 5 μL FITC Annexin V and 5 μL PI for 15 min at room temperature. Stained cells were detected using a FACScan flow cytometer (BD biosciences) and data was collected using FlowJo version 10.0.7 (FlowJo, USA) software. FITC positive cells whether or not with PI positive staining were calculated as apoptotic cells.

### Xenograft tumor model

Twelve severe combined immunodeficiency (SCID) mice with 7 weeks old were randomly divided into three groups, 4 in each. DU145 cells (2.5 × 10^6^) that were stably transfected with conditional PAGE4-overexpressing vector or empty vector were mixed with matrigel (Coring, USA) at a ratio of 1:1, and then injected subcutaneously in both flanks of mice in each group under isoflurane anaesthesia [26]. DOX was added in drinking water at 500 mg/L with 3% sucrose to all mice [27]. Normal saline or 200 mg/kg NAC was intraperitoneal injected daily from day14 [28]. At day 28, the animals were sacrificed and the tumors were removed, weighed and homogenized to extract RNA.

### RNA-sequencing and analysis

RNA was extracted from different cell lines using RNeasy Plus Universal Kits (QIAGEN, Germany) according to the manufacturer’s instructions. RNA library construction and sequencing was performed by Berry Genomics (Beijing). Raw RNA sequences data were then mapped to the GRCh38 (hg38) genome using HISAT2 2.1.0 [29]. FeatureCounts 1.6.0 [30] was used to count reads and generate raw counts for per gene. Differential analysis of count data was carried out by DESeq2 3.7 [31]. Differentially expressed genes (DEGs) were then identified using fold change of the target group to the control group ratios > 1.5. Gene Set Enrichment Analysis (GSEA) [32] was performed by using publicly available software downloaded from the Broad Institute [33]. Main parameters setting of GSEA were weighted enrichment statistic and Diff_of_Classes metric for ranking genes. Protein-protein interaction (PPI) was analysed through String [34]. Sequencing data have been deposited in Gene Expression Omnibus (GEO) with accession number GSE119005.

### Dataset analysis

The TCGA-PRAD data was downloaded from the TCGA portal [35]. This dataset includes the RNA sequencing data of 498 tumor tissue samples, generated using Ilumina sequencing technology. And R packages for Survival Analysis [36] was used to perform disease-free survival analysis. 109 samples were defined as PAGE4 high expression and 84 samples were low expression.

### Immunohistochemistry

Expression of PAGE4 and pERK1/2 was assessed by immunohistochemistry using paraffin-embedded tissue sections obtained from the department of pathology in Cancer Hospital of China Medical University. Briefly, the sections were deparaffinised and then boiled in citrate unmasking solution for 35 min. After incubated in 3% hydrogen peroxide for 10 min, sections were blocked with 5% BSA for 1 h at room temperature, and then incubated with rabbit anti-human PAGE4 (1:200, Abcam, USA) or rabbit anti-human pERK1/2 (1:400, CST, USA) antibodies overnight at 4 °C. After that, sections were incubated with appropriate secondary antibodies (Zsbio, China) and then stained with DAB & Hematoxylin.

### Statistical analysis

All in vitro experiments were repeated at least three times. Data was shown as mean ± SEM, and statistical analyses were carried out using SPSS 22.0 (IBM, USA) or Graphpad Prism 7 (Graphpad, USA). The Student’s t-test was used to evaluate the significance of differences for Comet assay, Annexin V/ Propidium Iodide (PI) double-staining assay and ROS assay. Mann-Whitney U test was used to evaluate the significance of differences for q-RT-PCR, Western blot and tumor weight. For survival analysis, the Kaplan-Meier method was used to estimate the survival curves, and the log-rank test for the comparison. A *p*-value < 0.05 was considered significant.

## Results

### Expression level of PAGE4 was increased under ROS stimulation in prostate cancer cell lines

ROS can induce DNA damage and increase the risk of DNA mutation that may lead to activation of oncogene and development of cancer [37, 38]. Knowing how ROS acts in prostate cancer can help us find ways to fight against cancer. To test, we used H_2_O_2_ to simulate ROS in prostate cancer cell lines 22RV1, DU145, PC3, and LNCaP, which cover both androgen-sensitive and –insensitive cell lines. As shown in Fig. 1 a, ROS related gene SOD1 was increased after H_2_O_2_ treatment in all the cell lines, suggesting that prostate cancer cells were indeed experienced a high level of oxidative stress no matter a subtype of PCa cells. In addition, endogenous ROS assay also showed that cells tolerated a high oxidative stress after hydrogen peroxide treatment (Additional file 2: Figure S1). At the same time, NAC that is a penetrating antioxidant significantly reduced the oxidative stress caused by H_2_O_2_ in cells, indicated by reducing the transcriptional level of SOD1 (Fig. 1 a). On the other hand, the mRNA level of PAGE4 was increased in all of these lines after H_2_O_2_ treatment (Fig. 1 b), while NAC treatment effectively inhibited the effect of H_2_O_2_ on PAGE4 expression. Moreover, the upregulation of PAGE4 under H_2_O_2_ treatment showed a typical manner of time-dependent and dose-dependent (Fig. 1 c, d). Accordingly, in 22RV1 cells, the expression of PAGE4 was greatly increased when cells were treated with H_2_O_2_ from 0 h to 8 h. Similarly, more H_2_O_2_ was added, higher levels of PAGE4 mRNA were detected. These results suggest that the mRNA expression of PAGE4 be induced by ROS stress.

**Fig. 1:**
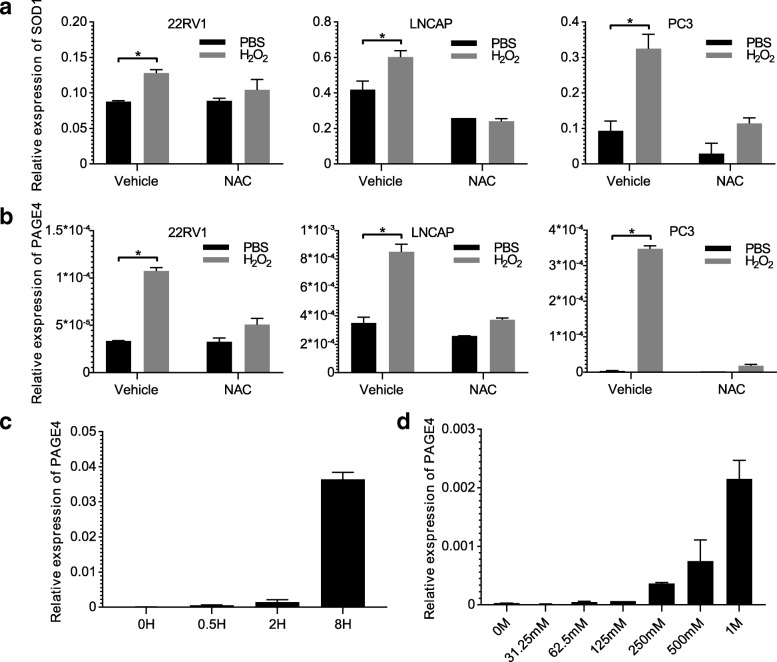
Expression of PAGE4 when exposed to H_2_O_2_ in prostate cancer cells. mRNA expression of SOD1 (**a**) and PAGE4 **(b)** in 22RV1, LNCaP and PC3 cells, which were treated with 2 mM H_2_O_2_ combined with or without 5 mM NAC for 12 h, *P < 0.05. **c** mRNA expression of PAGE4 in 22RV1 cells treated with 50 mM H_2_O_2_ for 0, 0.5, 2, 8 h. **d** mRNA expression of PAGE4 in 22RV1 cells treated with different dosages of H_2_O_2_ for 12 h. All experiments were repeated at least 3 times

### Prostate cancer cells with PAGE4 overexpression tolerate oxidative stress

We have previously shown that silencing PAGE4 expression inhibits cell survival and enhances chemo-cytotoxicity in prostate cancer cells [16]. In such circumstance, PAGE4 may protect cancer cells through upregulation of p21 in most stress status with exception of H_2_O_2_, in which p21 level was not altered in either PAGE4-expressing cells or PAGE4-knocking down cells [10]. To investigate how PAGE4 is involved in oxidative stress protection in prostate cancer, we established inducible PAGE4-overexpressing cell lines, in which both mRNA and protein levels of PAGE4 were significantly increased by treatment of DOX (Fig. 2 a, b). As shown in Fig. 2 b, c, d, the expression of PAGE4 were induced by H_2_O_2_ both in empty vector and PAGE4 construct-transfected cells, even though the basic mRNA level of PAGE4 was much higher in PAGE4 construct-transfected cells than empty vector-transfected cells. The fact that both endogenous and exogenous PAGE4 gene can be induced by ROS suggests that the regulation of PAGE4 by ROS may be related to a post-transcriptional way.

**Fig. 2:**
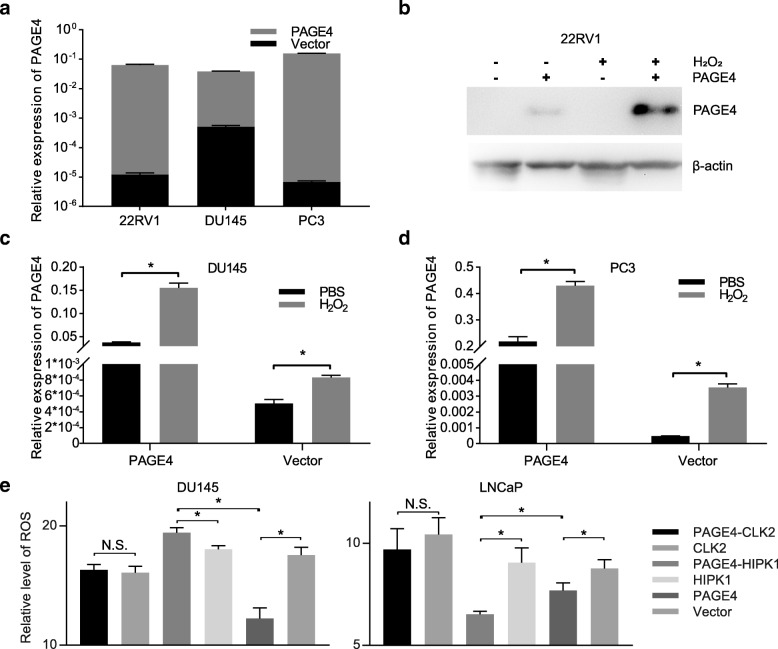
Overexpression of PAGE4 in PCa cells. **a** mRNA expression of PAGE4 in 22RV1, DU145 and PC3 cells after transfected with conditional overexpressing-vector of PAGE4. **b** Protein expression of PAGE4 in PAGE4-transfected 22RV1 cells with or without treatment of H_2_O_2_. **c d** mRNA expression of PAGE4 in PAGE4-transfected DU145 and PC3 cells after H_2_O_2_ stimulation, *P < 0.05. **e** DU145 and LNCaP cells were co-transfected PAGE4 with either CLK2 or HIPK1. Cells were treated with H_2_O_2_ stimulation, and the intracellular ROS were measured, *P < 0.05. All experiments were repeated at least 3 times

Previous studies demonstrated that CLK2 and HIPK1 both phosphorylate PAGE4 and therefore differently regulate its activity [13, 39]. We ask whether the specific phosphorylation state of PAGE4 impact its regulation in ROS response. To test, CLK2 or HIPK1 were co-transfected with PAGE4 into DU145 or LNCaP cells and treated with H_2_O_2_. Then, the intracellular levels of ROS were measured to evaluate the oxidative stress status. As shown in Fig. 2e, while PAGE4 overexpression alone reduced ROS production in both cell lines, co-transfecting PAGE4 with CLK2 did not impact ROS level compared to control cells. This result suggests that CLK2 inhibit PAGE4 activity in suppressing ROS production under ROS stress. However, when PAGE4 was co-tranfected with HIPK1, the intracellular ROS was changed differently in these two cell lines. Namely, in LNCaP cells, co-expression of HIPK1 with PAGE4 reduced ROS production even less than what caused by overexpression of PAGE4 alone after H_2_O_2_ treatment. By contrast, in DU145 cells, co-transfection of HIPK1 and PAGE4 increased but not decreased ROS level as compared to control cells. These findings suggest that HIPK1 may impact PAGE4 function during ROS response in a cell type-dependent manner, although further study is clearly needed.

Next, to test DNA damage, a comet assay was performed in DU145 and PC3 cell lines with or without PAGE4 overexpression after exposed to H_2_O_2_ for 12 h. As shown in Fig. 3, a lower level of DNA damage was found in PAGE4 overexpressing cell lines when compared with empty vector-transfected cell lines, indicated by shorter tails and smaller tail DNA percentage in PAGE4 overexpressing cell lines. At the same time, in a flow cytometry, PAGE4 overexpressing cell lines also showed a remarkable low level of apoptosis when exposed to H_2_O_2_ compared to empty vector-transfected cell lines (Fig. 4). Above all, the overexpression of PAGE4 in prostate cancer cell lines can protect cancer cells from cell death that is caused by oxidative stress through reducing DNA damage.

**Fig. 3:**
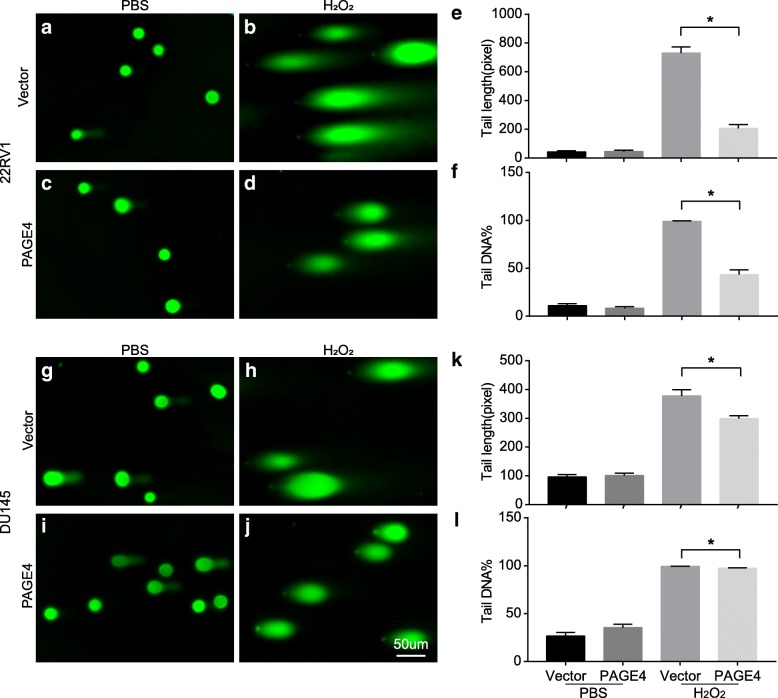
Alkaline comet assay for PAGE4 overexpressed cells when exposed to H_2_O_2_. **a**-**d** Representative images of comets assay in 22RV1 cells that were transfected with either PAGE4 or empty vector and treated with PBS or H_2_O_2_. **e** The statistical analysis of tail length. **f** The statistical analysis of tail DNA percentage, *P < 0.05. **g**-**j** Representative images of comets assay in DU145 cells that were transfected with either PAGE4 or empty vector and treated with PBS or H_2_O_2_. **k** The statistical analysis of tail length. **l** The statistical analysis of tail DNA percentage, *P < 0.05. All experiments were repeated 3 times and at least 30 cells per group were counted

**Fig. 4:**
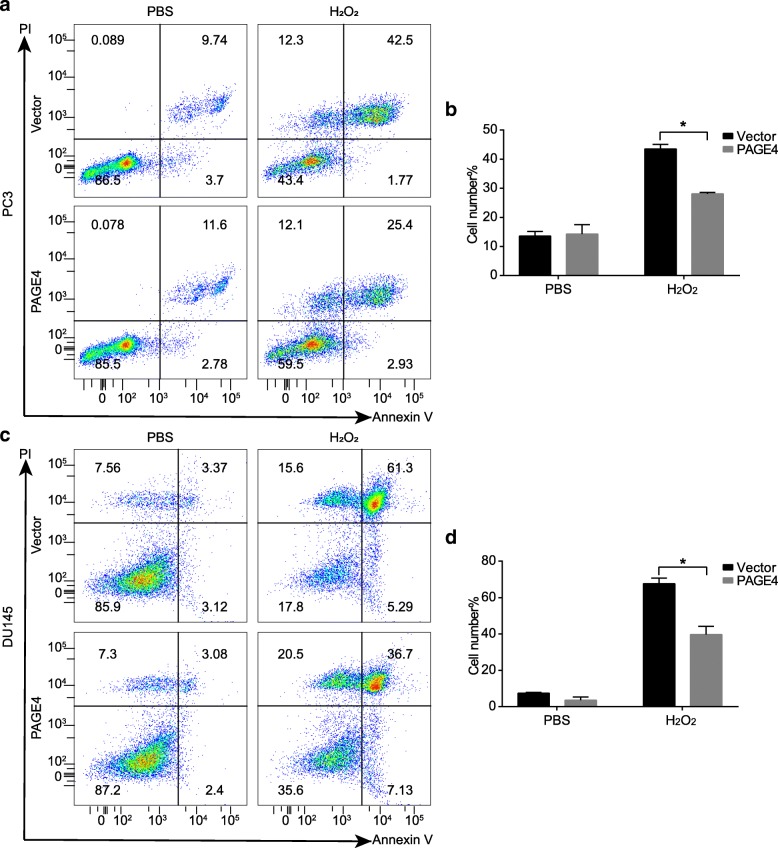
Apoptosis analysis for PAGE4 overexpressing cells when exposed to H_2_O_2_. **a** PC3 cells with or without PAGE4 overexpression were stained with Annexin V/PI. The percentage of apoptotic cells was calculated using flow cytometry. **b** The statistical analysis of apoptosis assay results, *P < 0.05. **c** DU145 cells with or without PAGE4 overexpression were stained with Annexin V/PI. The percentage of apoptotic cells was calculated using flow cytometry. **d** The statistical analysis of apoptosis assay results, *P < 0.05. Experiments were repeated 3 times

### Overexpressing PAGE4 promotes tumor growth in vivo

Having known that PAGE4 can protect prostate cancer cells from oxidative stress in vitro, we further investigated whether PAGE4 promotes tumor growth in vivo. As shown in Fig. 5 a, b, PAGE4-overexpressing cells formed larger tumors in SCID mice than cells without PAGE4 overexpression, while the body weight of mice were not much different between three groups during the whole experiment (Additional file 3: Figure S2). These results suggest that PAGE4 overexpression in vivo indeed enhances tumor growth in mice. Given that proliferating cancer cells may suffer a high oxidative stress in vivo, we ask whether ROS level in the body of mice affect tumor growth. When we treated the mice with antioxidant NAC, we found that the promoting effect of PAGE4 overexpression on tumor growth was partially impeded (Fig. 5 a, b). At the same time, in consistence with the above in vitro study (Fig. 1), PAGE4 mRNA expression in tumor tissues was also significantly inhibited by NAC treatment in mice, although the transcription of PAGE4 is largely derived from the exogenous construct, namely PAGE4-overexpressing vector (Fig. 5 c). These results reveal that PAGE4 is an indeed ROS-response gene and can promote tumor growth when induced by ROS stress.

**Fig. 5:**
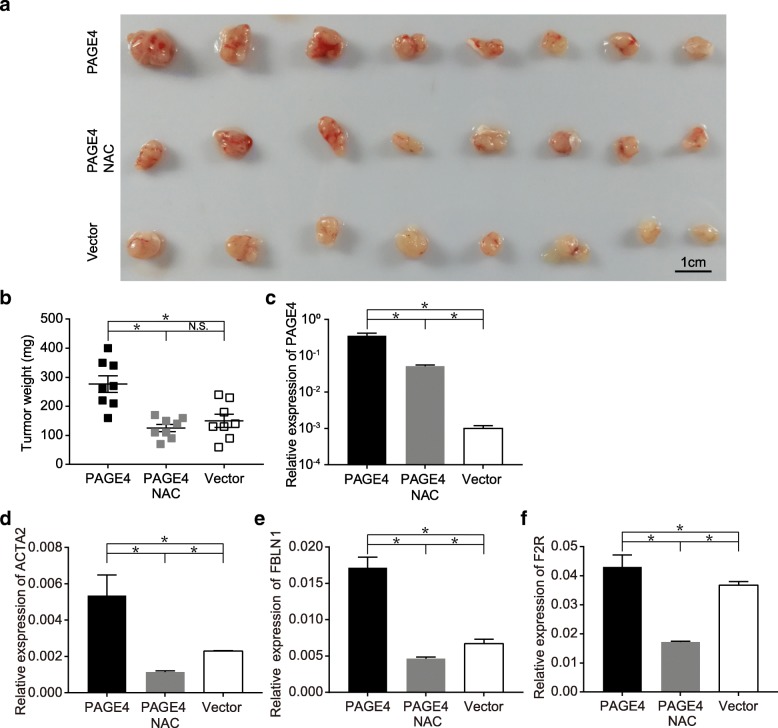
PAGE4 promotes prostate cancer cell growth but reduce tumor malignancy in vivo. **a** Tumor formation of DU145 cells with or without PAGE4 overexpression. Mice were feed with DOX in drinking water and NAC was administered by intraperitoneal injection. **b** Tumor weight in different groups, *n* = 8 in each group, *P < 0.05. **c** Expression of PAGE4 in xenografted tumor tissues was measured with Q-PCR, *P < 0.05. **d** Expression of ACTA2 in xenografted tumor tissues was measured with Q-PCR, *P < 0.05. **e** Expression of FBLN1 in xenografted tumor tissues was measured with Q-PCR, *P < 0.05. **f** Expression of F2R in xenografted tumor tissues was measured with Q-PCR, *P < 0.05. Three tumors were randomly picked and subjected to Q-PCR assay

In addition, several genes that were reported to be related to a less cancer aggressiveness or metastatic potential were found to be increased upon PAGE4 overexpression, including ACTA2, FBLN1 and F2R (Fig. 5 d, e, f). This result may suggest that PAGE4 overexpression enhance tumor growth but not cancer aggressiveness.

### PAGE4 regulation under oxidative stress is related to MAPK pathway

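RNA was sequenced from 22RV1 cells and DU145 cells, which are both established human prostate cancer cell lines. Each line carried either an empty vector or a doxycycline-inducible PAGE4 construct and was treated with PBS or with 200 mM H_2_O_2_ for 12 h, after at least 48 h of doxycycline at 1 mg/L. This gives 8 conditions with 1 library each, so no difference between 2 conditions has a replicate check. The sample labels name Trizol for RNA extraction, and the paper's methods name a column kit. Labels and methods both give 200 mM H_2_O_2_, but the paper's Fig. 1 legend gives a lower dose for 12 h in its mRNA measurements. The authors mapped the reads to GRCh38 with HISAT2 2.1.0 and counted them per gene with FeatureCounts 1.6.0, and the deposited values are those raw counts for 58828 genes. In 22RV1 cells, the total count was 43310401 in vector cells with PBS, 34383513 in vector cells with H_2_O_2_, 39220010 in PAGE4 cells with PBS and 25482984 in PAGE4 cells with H_2_O_2_. In DU145 cells, the corresponding totals were 30107611, 26124000, 29578943 and 26390211. Counts were divided by DESeq2 size factors computed from the 4 libraries of a cell line, and log2 fold changes were computed after adding 0.5 to the normalized counts. Intervals and detection floors given for these libraries cover counting error only. PAGE4 lies on chromosome X of GRCh38 from 49829260 to 49834264 in the GENCODE annotation. Its raw count in 22RV1 cells was 1 in vector cells with PBS, 0 in vector cells with H_2_O_2_, 1489 in PAGE4 cells with PBS and 1179 in PAGE4 cells with H_2_O_2_. In DU145 cells, it was 1 in both vector libraries, 1001 in PAGE4 cells with PBS and 1431 in PAGE4 cells with H_2_O_2_. All 4 vector libraries were under the floor of 3 counts. Against that floor, the normalized PAGE4 count with H_2_O_2_ was at least 536-fold higher in 22RV1 PAGE4 cells and at least 478-fold higher in DU145 PAGE4 cells.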

To investigate how PAGE4 is involved in cell survival under oxidative stress, we preformed RNA sequencing in 22RV1 and DU145 cells with or without PAGE4 overexpression after H_2_O_2_ treatment. 

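A gene was called a DEG when its normalized count differed by more than 1.5-fold between PAGE4 cells and vector cells, both treated with H_2_O_2_, among genes with a mean normalized count of at least 10 over the 4 libraries of the cell line. In 22RV1 cells, 4754 of 20264 genes were called, 2288 higher and 2466 lower in PAGE4 cells. In DU145 cells, 2803 of 18087 genes were called, 1316 higher and 1487 lower. The minimum of 10 was chosen because the smallest base mean in the paper's Table S2 is close to 10. A number of DEGs near the paper's is therefore no independent reproduction. The count minimum moved these numbers most: without it, 16603 genes were called in 22RV1 cells and 14519 in DU145 cells. It also moved the balance of directions: with a mean of at least 50, 976 genes were higher and 803 lower in 22RV1 cells, and 243 were higher and 367 lower in DU145 cells. The DEGs were weakly expressed, with a median mean normalized count of 31.4 in 22RV1 cells and 21.4 in DU145 cells, against 347.1 and 359.2 over all genes examined. To measure what counting error alone gives, the reads of each gene were divided at random between the 2 libraries in proportion to their size factors, 100 times. The median number of genes over 1.5-fold was then 1405 in 22RV1 cells (range 1338 to 1469) and 1186.5 in DU145 cells (range 1127 to 1257). In an exact binomial test on the reads, which compares those libraries and not the conditions, 2809 of the DEGs in 22RV1 cells and 998 of those in DU145 cells had a Benjamini-Hochberg adjusted p-value under 0.05. This test misses weakly expressed genes: in simulated counts, it found 24 of 59 genes that were changed 3-fold and had a mean under 50. In the libraries treated with PBS, the same comparison of PAGE4 cells with vector cells called 4057 genes in 22RV1 cells and 2823 in DU145 cells. Of the DEGs found with H_2_O_2_, 64.6% in 22RV1 cells and 58.5% in DU145 cells changed in the same direction with PBS, and 31.6% and 27.7% were also over 1.5-fold in that direction.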

Totally, 4726 DEGs were found in 22RV1 cells and 2826 DEGs in DU145 cells when comparing those with or without PAGE4 overexpression (Fig. 6 a). 

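Among 16594 genes that passed the count minimum in both cell lines, 829 were DEGs in both. The direction was the same in 411 of them, with 184 higher and 227 lower in PAGE4 cells, and opposite in 418, so 49.6% of the shared DEGs had the same direction. Independent lists of these sizes would share 368.6 genes, but weakly expressed genes pass a fold change limit more easily in both lines. When the calls were shuffled 1000 times among genes of similar expression in both lines, the median overlap was 796 genes (range 738 to 845), with a median of 396 in the same direction (range 344 to 446). The shared list depended on the count minimum: with a mean normalized count of at least 50, there were 107 shared DEGs, of which 49 had the same direction. All 425 genes listed in the paper's Table S2 had the same direction in both lines, and 370 of them were among the 411 genes. With PBS, 129 of the 411 genes had that direction in both lines as well, and 41 were over 1.5-fold in all 4 pairs of libraries. A test across all 8 libraries, with the 4 pairs of PAGE4 cells and vector cells as blocks, found 27 of 19784 genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 17 higher and 10 lower in PAGE4 cells. For 18 of these genes, the mean normalized count was under 10 in 1 of the lines. Exchanging the labels of both DU145 pairs gave 33 genes, and taking the cell line as the block gave 1. The pairs of a line share its cultures, so the adjusted p-values of single genes do not rest on independent replicates. Of the genes over 1.5-fold with H_2_O_2_ in both lines, 23 had the same direction in all 4 pairs and a mean normalized count of at least 50 in both lines. Among these 23 genes, the lowest mean log2 fold changes over the 4 pairs were those of S1PR3, FLRT2 and CNTNAP2, and the highest were those of PAGE4, AFAP1-AS1 and BMP4. AFAP1-AS1, a long noncoding RNA on chromosome 4 of GRCh38 from 7754077 to 7778928, had log2 fold changes with H_2_O_2_ of 1.44 in 22RV1 cells and 1.46 in DU145 cells, and 1.22 in edgeR's quasi-likelihood test (standard error 0.13, adjusted p = 0.00426). CNTNAP2, on chromosome 7 from 146116002 to 148420998, fell by 0.99 in 22RV1 cells and by 1.96 in DU145 cells with H_2_O_2_ on the log2 scale (adjusted p = 0.0309 in edgeR's quasi-likelihood test). S1PR3, on chromosome 9 from 88990863 to 89005155, fell by 2.83 in 22RV1 cells and by 0.72 in DU145 cells. Its common effect did not pass the threshold (adjusted p = 0.134 in edgeR's quasi-likelihood test), and its difference between the lines did (adjusted p = 0.000183 in the same edgeR test). FLRT2 and BMP4 did not pass for the common effect either, with adjusted p-values of 0.0891 and 0.457 in edgeR's quasi-likelihood test.

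**Figure D1:**
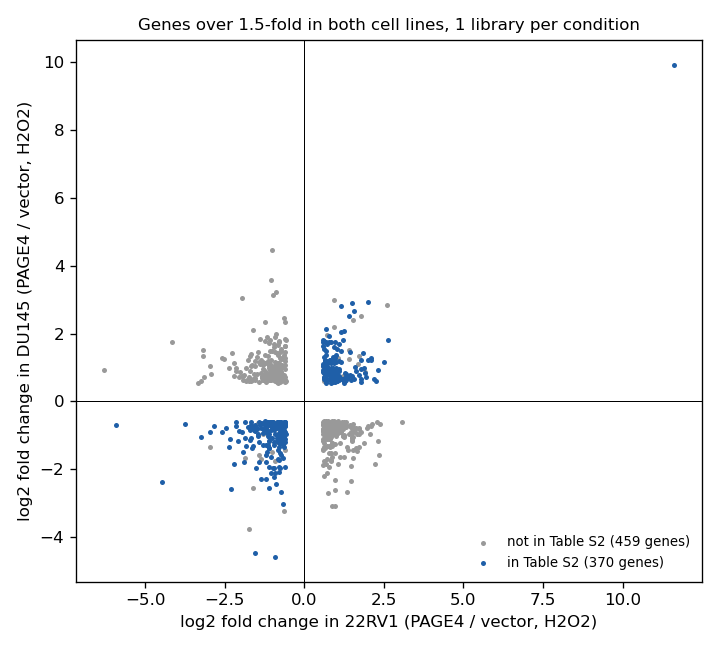
Log2 fold change of PAGE4 cells over vector cells, both with H_2_O_2_, in 22RV1 cells (x axis) and DU145 cells (y axis) for the 829 genes over 1.5-fold in both lines, 1 point per gene and 1 library per condition. Blue points are listed in Table S2; 411 genes lie in the 2 quadrants of equal direction and 418 in the other 2.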

Among these DEGs, 425 are shared in both 22RV1 and DU145 cells (Additional file 4: Table S2).

**Fig. 6:**
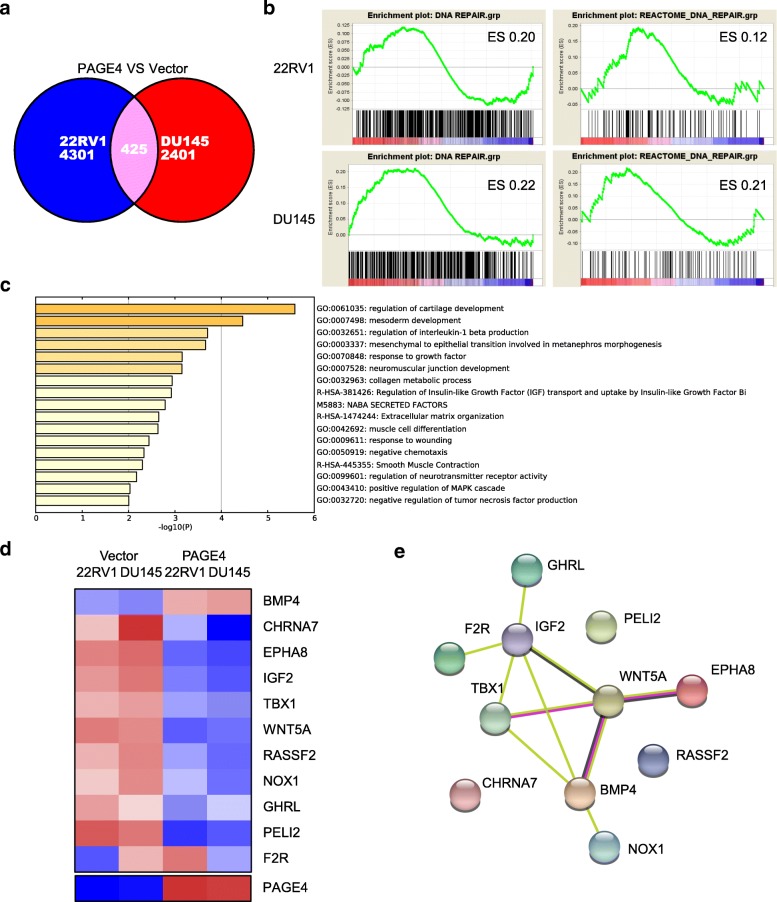
RNA-sequencing and analysis of DEG in prostate cancer cell lines with or without PAGE4 overexpression. **a** Venn diagrams show the number of common and unique DEGs between 22RV1 and DU145 cells. Cells were treated with H_2_O_2_ before RNA sequencing. **b** Signalling pathway enrichment for DEGs. **c** Heat map of Metascape enrichment for DEGs. **d** Heat map of MAPK pathway related genes enriched in Metascape. **e** PPI analysis for MAPK pathway related genes enriched in Metascape

GSEA analysis showed that these DEGs were enriched in the pathways involved in DNA damage repair (Fig. 6 b). 

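The gene sets behind Fig. 6b were not used here. A list of 195 DNA repair genes was written by hand before the counts were opened, and 194 were found in the count tables, 5 of them under an older symbol. In 22RV1 cells with H_2_O_2_, the median log2 fold change of the 191 genes that passed the count minimum was 0.075, with 115 genes higher and 76 lower in PAGE4 cells. This median was at the 99.89 percentile of 10000 random lists of the same size matched on mean expression, whose medians lay between -0.034 and 0.05 in 95% of cases. Of these genes, 6 changed by more than 1.5-fold. In DU145 cells with H_2_O_2_, the median of 190 genes was 0.009, at the 31.01 percentile, with 101 genes higher and 89 lower, and 3 changed by more than 1.5-fold. With PBS, the median was 0.071 in 22RV1 cells, at the 97.76 percentile, and -0.056 in DU145 cells, at the 0 percentile. When genes were ranked by the difference of normalized counts with a weighted enrichment statistic, as in the paper's methods, the enrichment score of the list was 0.506 in 22RV1 cells, at the 88.8 percentile of 1000 random lists, and 0.399 in DU145 cells, at the 54.5 percentile. These percentiles describe single libraries and are not a test of the conditions.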

DNA damage and repair genes were previously reported to impact the metastatic potential of prostate cancer cells [40], here we found that cells overexpressing PAGE4 exhibited a gene expression pattern somehow of a low metastatic potential (Additional file 5: Figure S3a). In support, by analysing TCGA data, we found that patients with high expression of PAGE4 in tumor tissues had longer disease-free survival (DFS) time than those with low PAGE4 expression (Additional file 5: Figure S3b).

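The 425 genes in Table S2 are mostly weakly expressed in these libraries. Their median mean normalized count was 28.9 in 22RV1 cells and 19.5 in DU145 cells, and 377 of them (88.7%) had a mean under 50 in at least 1 of the lines. By symbol, 273 of the 425 (64.2%) were matched to the GENCODE annotation of GRCh38, and 181 (42.6%) were matched to a protein-coding gene. In the libraries treated with PBS, 132 of the 425 genes had the same direction in both lines as with H_2_O_2_. The smallest base mean in the table is 9.87, in the paper's own values. The paper does not state which libraries its base means cover, so this value may not be comparable with the means above.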

Next, we conducted Metascape [41] pathway analysis [42] on 425 DEGs and found that the enriched pathways can be clustered in 17 groups (Fig. 6 c). 

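With H_2_O_2_, 9 of the 11 genes BMP4, CHRNA7, EPHA8, F2R, IGF2, TBX1, WNT5A, RASSF2, NOX1, GHRL and PELI2 had a lower normalized count in PAGE4 cells than in vector cells in each line, and BMP4 and F2R had a higher one. All 11 changed by more than 1.5-fold in both lines. The paper picked them from its shared DEGs in these same libraries, so the size of the changes and the equal direction in both lines were largely fixed in advance. Some of the counts behind these changes were small. CHRNA7 had 19 reads in 22RV1 vector cells and 5 in 22RV1 PAGE4 cells, a log2 fold change of -1.41 with a 95% Clopper-Pearson interval from -3.25 to -0.01. In DU145 cells, it had 190 reads in vector cells and 82 in PAGE4 cells. Its log2 fold change there was -1.20, with an interval from -1.60 to -0.83. The interval of NOX1 in 22RV1 cells ran from -2.26 to 0.19, and that of GHRL in DU145 cells from -2.19 to 0.44. For the other 10 genes in each line, the interval excluded 0. PELI2, on chromosome 14 of GRCh38 from 56117814 to 56301524, had 142 reads in vector cells and 51 in PAGE4 cells of 22RV1, and 127 and 71 in DU145, with log2 fold changes of -1.02 and -0.83. WNT5A, on chromosome 3 from 55465715 to 55490539, had log2 fold changes of -1.02 in 22RV1 cells and -1.09 in DU145 cells. BMP4, on chromosome 14 from 53949736 to 53958761, had log2 fold changes of 0.65 and 0.64. F2R, on chromosome 5 from 76716126 to 76735770, rose from 36.6 to 80.3 normalized counts in 22RV1 cells and from 225.6 to 365.5 in DU145 cells. With PBS, 6 of the 11 genes were lower in PAGE4 cells of 22RV1 and 8 in those of DU145, and 6 of the 11 had the same direction in all 4 pairs. The 8 include F2R, which was higher with H_2_O_2_. Its log2 fold change with PBS was only 0.16 in 22RV1 cells and -0.02 in DU145 cells. IGF2 in 22RV1 cells had a log2 fold change of -0.77 with H_2_O_2_ and 2.13 with PBS. In edgeR's quasi-likelihood test across all 8 libraries, none of the 11 had an adjusted p-value under 0.05 over all genes, with the lowest, 0.251, for PELI2 (log2 fold change -0.92, standard error 0.22). Adjusted over the 11 genes alone, 7 were under 0.05, but the paper picked them from its calls on these libraries, so the smaller family shows no stability. From the enrichment of these genes, the paper turns to the MAPK cascade under oxidative stress.

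**Figure D2:**
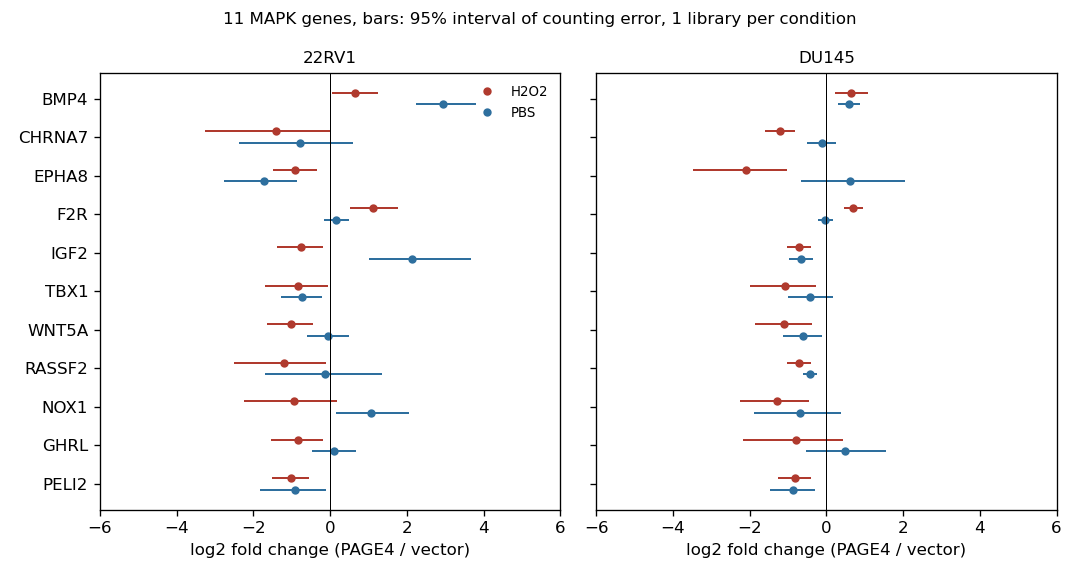
Log2 fold change of PAGE4 cells over vector cells for the 11 genes (rows) in 22RV1 cells (left) and DU145 cells (right), with H_2_O_2_ in red and PBS in blue, 1 library per condition. Points are log2 fold changes and bars are 95% Clopper-Pearson intervals of counting error; with H_2_O_2_, 9 of the 11 points lie below 0 in each line.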

Further, we focused on genes enriched in positive regulation of MAPK cascade, namely BMP4, CHRNA7, EPHA8, F2R, IGF2, TBX1, WNT5A, RASSF2, NOX1, GHRL and PELI2 (Fig. 6 d, e).

### PAGE4 regulates MAPK pathway

Based on the results of RNA sequencing, we next explored how genes in MAPK pathway are regulated by PAGE4 under oxidative stress. When exposed to H_2_O_2_, all cell lines showed activation of MAPK pathway marked by increased phosphorylation of MAP2K4, JNK, and c-JUN but decreased phosphorylation of ATF2, suggesting that oxidative stress effectively induce MAPK pathway signalling in these cells. In cells with PAGE4 overexpression, there was a lower phosphorylation of MAP2K4, JNK and c-JUN than control groups (line 4 comparing to line 3 in Fig. 7 a), suggesting that PAGE4 may reduce cell death through suppressing the activation of JNK.

**Fig. 7:**
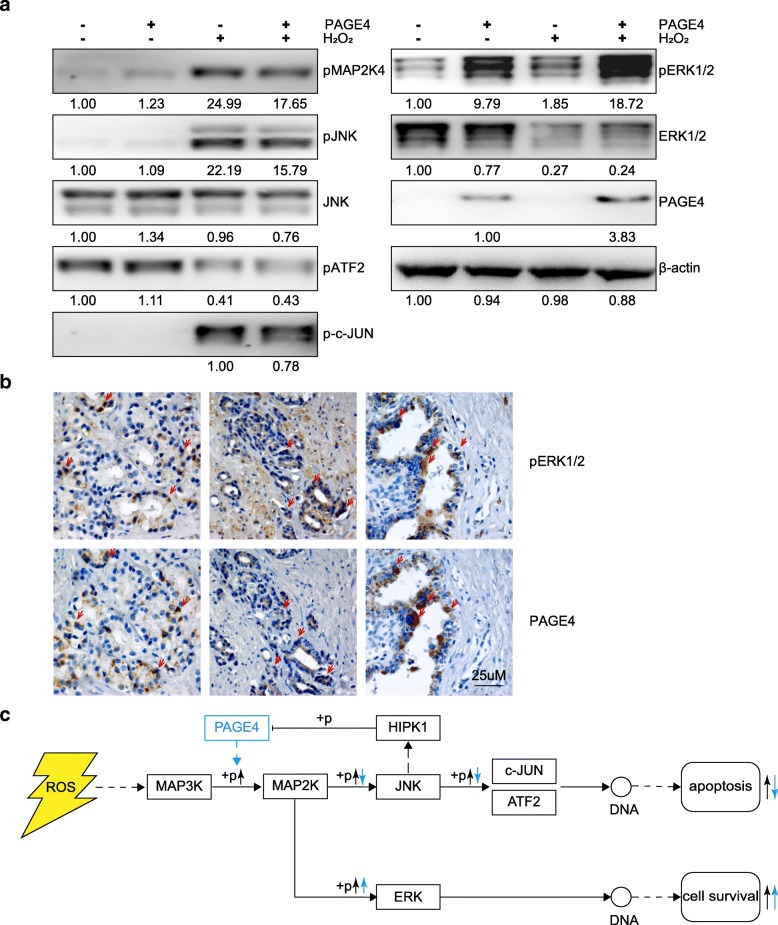
MAPK pathway changed when exposed to H_2_O_2_ in PAGE4 overexpressed cell lines. **a** Expression of MAPK pathway associated proteins in PAGE4 overexpressing cell lines with or without H_2_O_2_ treatment. Integral optical density (IOD) of each band were measured by using Gel-Pro Analyzer. **b** Immunohistochemical staining of pERK1/2 and PAGE4 in human prostate cancer tissues, red arrows showing a likely collocation of two proteins. **c** Hypothesis on PAGE4 regulating MAPK pathway under oxidative stress in prostate cancer cells

Another key factor in MAPK pathway is ERK 1/2, which helps cells survive [43, 44]. Here we found that phosphorylated ERK 1/2 was significantly increased in PAGE4 overexpressing cells, no matter whether H_2_O_2_ was added. This may suggest that PAGE4 is involved in ERK 1/2 phosphorylation separately from ROS status. On the other hand, after H_2_O_2_ treatment, total ERK was decreased in both PAGE4 overexpressing and control cells, while phosphorylated ERK 1/2 was increased in both cells, with particular enhancement in PAGE4 overexpressing cells. To some extent, this result may suggest that ERK 1/2 phosphorylation which is likely a survival signalling of cells under ROS stress is much enhanced by PAGE4 overexpression. Thus, elevated of ERK 1/2 phosphorylation induced by overexpression of PAGE4 may be a mechanism of cell survival under oxidative stress. Furthermore, we examined the protein expression of PAGE4 and phosphorylated ERK1/2 in prostate cancer tissues. To support our hypothesis, the two proteins were largely co-expressed in either prostate cancer cells or normal prostate epithelia (Fig. 7 b), suggesting a potential association of PAGE4 function with the activation of MAPK pathway.

Taken together, as shown in Fig. 7 c, it is speculated that oxidative stress induce cell death partly through activating the JNK pathway which has been known to be able to trigger apoptotic cascade. In contrast, ERK that promotes cell survival is also activated during ROS stress to balance the cell death. In this context, PAGE4 protect cells from oxidative stress potentially by reducing cell death message while enhancing cell survival signals.

## Discussion

It is well known that, in the aged prostate where prostate cancer is most often developed, cells are commonly suffered a heavy oxidative stress due to aging [45], smoking [46, 47] as well as obesity [48]. In addition, cancer cells keep proliferating under a hypoxia condition, which itself produces more ROS than normal condition. Apparently, the oxidative stresses existing in the tumor microenvironment is a double-blade sword. On one side, ROS kills cells by inducing apoptosis, while on the other side, ROS remodels cells by causing more harmful DNA mutation [49], which eventually drive an aggressive cancer. For example, ROS in the prostate has been shown to promote epithelial cells transformation [50]. In this scenario, antioxidants or protection of ROS may play a dual role either, in that enhancing cell survival and reducing harmful DNA damage, which may lead to an attenuated cancer evolution towards more aggressive phenotype in a microenvironment enriched with ROS pressure [40, 51, 52].

In the present study, we found that PAGE4 worked exactly in this protective way in PCa cells under oxidative stress status. Firstly, ROS induced PAGE4 expression, which in turn protected cells from apoptosis and DNA damage in vitro and promoted tumor growth in vivo*.* However, when we checked the expression of several tumor less aggressiveness-related genes, such as ACTA2 [53], FBLN1 [54], F2R [55], we found that the expressions of these genes were increased upon overexpression of PAGE4. In addition, RNA sequencing data confirmed that a panel of metastasis-related genes were attenuated in PAGE4 overexpressing cells. In support, higher expression of PAGE4 predicted a better DFS of PCa in TCGA dataset, adhering to its inhibitory role of tumor aggressiveness. This is consistent with our previous finding that PAGE4 mRNA level was among markers correlated with a good prognosis of PCa [14]. Additionally, the previous finding that PAGE4 protein was detected more often in localized PCa than metastatic cancer highlights again the reverse correlation between PAGE4 expression and cancer aggressive phenotype [10]. Intriguingly, a recent elegant study links PAGE4 to the dynamic androgen-dependence and speculates that PAGE4 interacts with particular kinase suppresses AR hyperactivity and therefore makes cells sensitive to androgen deprivation (ADT) treatment [13], which may certainly lead to longer DFS. However, given that many metastatic PCa that are lack of PAGE4 expression are sensitive to ADT initially, it still could not be excluded that PAGE4 impacts cancer aggressiveness beyond ADT sensitivity. Thus, it is possible that PAGE4 blocks the development of aggressive PCa through attenuating the cell damage caused by oxidative stress which exists in the tumor microenvironment. To this rate, PAGE4 expression in PCa cells is potentially to be a predictive biomarker for good cancer prognosis, although it might promote tumor growth in primary site.

In consistent with our previous finding that PAGE4 is a stress-response protein [10], we here confirmed that PAGE4 expression was remarkably induced by ROS stimuli not only in cell models but also in xenografted tumor tissues. Notably, both endogenous PAGE4 expression and exogenously transfected PAGE4 construct can be induced by H_2_O_2_. This phenomenon was also noticed in our previous study, in which exogenously expressed PAGE4 was increased after treating cells with TNF- α that is a typical inflammatory chemokine [10]. These results consistently indicate that a post-transcriptional regulation may play an important role in up-regulating the expression of PAGE4 in response to stress stimuli.

Interestingly, PAGE4 has been shown to be interacted with two kinases, HIPK1 and CLK2, and leads to opposing functions. Particularly, CLK2 hyperphosphorylates PAGE4 resulting in attenuated function and likely rapid degradation [13]. In consistent with this result, we here found that co-expression of CLK2 with PAGE4 eliminated the effect of PAGE4 overexpression alone on reducing ROS production under oxidative stress. Notably, the inhibitory effect of CLK2 on PAGE4 function is similar in two PCa cells with different AR activity. However, the impact of HIPK1 on PAGE4 function is largely cell type-specific, namely enhancing PAGE4 protection on ROS in LNCaP cells that express functional AR but attenuating PAGE4 function in DU145 cells, in which AR is silenced. Given that it has been shown that HIPK1-PAGE4 interaction may affect AR activity in PCa cells [13], it is not surprise to observe that HIPK1 impacts PAGE4 activity in an AR-related manner, although many other differences in two cells may also potentially impact the interaction between PAGE4 and HIPK1. For example, HIPK1 has been shown to be activated by MAPK pathway and involved in ROS-induced cell death [56–58], while MAPK proteins associated with the HIPK1were more often mutated in DU145 but not in LNCaP cells [59]. Clearly, the interaction between PAGE4 and its catalysts under ROS stress should be further investigated.

In the present study, we found that PAGE4 significantly protected cell from DNA damage and cell death caused by ROS stress in cell models. The GSEA enrichment of DEGs also confirmed the protective effect of PAGE4 on DNA repair genes. Additionally, PAGE4 was found to promote tumor growth in vivo. It may be expected that cells suffer a high level of oxidative stress when growing in vivo, and ROS inhibition may reduce cell death caused by ROS and promote tumor growing. However, when we used NAC to neutralize ROS in the body of mice, the growth of xenografted tumors was likely to be impeded. To test, we found that NAC treatment significantly inhibited the expression of PAGE4 in tumor tissues. The decreased expression of PAGE4 following NAC treatment might partly explain why the growth of tumor was impeded but not promoted in this group, because PAGE4 was highly forced expressed in the tumors in the present study and its effect on protecting cell death and promoting cell survival is overwhelming compared to the effect of endogenous ROS on inducing cell death. Therefore, it is likely that the decreased expression of PAGE4 caused by ROS inhibition results in less cell survival, which is proposed to be more profound than the direct effect of ROS inhibition on reducing cell death. Consequently, the net result of NAC treatment on PAGE4 overexpressing-tumors would be the less cell survival, namely an impeded tumor growing. By all means, it is reasonable to speculate that the artificially enforced overexpression of PAGE4 in xenografted tumor would not completely mimic the pathological function of PAGE4 that is endogenously induced by microenvironmental ROS. In any rate, in this in vivo experiment, we observed the direct effect of PAGE4 overexpression on tumor survival, and we also confirmed that lowering ROS level in tumor tissue indeed decreased the expression of PAGE4, which nicely agrees with the stress-response role of PAGE4 to ROS.

In exploring the context of PAGE4 regulation on cell fate, RNA sequencing was conducted. We found a likely activation of MAPK pathway in PAGE4 overexpressing cell lines when they experienced ROS stress. It has been known that the MAPK signalling pathway regulates cellular process in varied aspects including cell proliferation, differentiation, mitosis, cell survival, and apoptosis [60]. Upregulation of JNK, a downstream gene in MAPK pathway, can cause apoptosis [43, 61]. Previous study showed that PAGE4 may interact with c-JUN and activate MARK pathway [20]. In the present study, MAPK/JNK pathway was activated after H_2_O_2_ treatment, while this activation was slightly lower in PAGE4 overexpressing cells than empty vector-transfected cell lines. This result suggests an attenuated apoptosis-inducing effect of ROS by PAGE4 overexpression. On the other hand, while activating of ERK1/2 is known to promote cell survival under ROS stress [43, 44], here we found that ERK1/2 was greatly activated by PAGE4 overexpression. Supportively, activated ERK1/2 was found to be largely colocalized with PAGE4 in human prostate tissue samples. These results strongly support the promoting effect of PAGE4 on cell survival. Further study should be warranted on the potential interaction between PAGE4 and ERK1/2 activation.

## Conclusions

In conclusion, the present study demonstrates the protective effects of PAGE4 in prostate cancer cells when exposed to oxidative stress_._ PAGE4 functions potentially through attenuating the phosphorylation of JNK to reduce apoptosis, and enhancing the phosphorylation of ERK to help cells survive. Clinically, the protection of PAGE4 on ROS stress may be translated into the less harmful DNA damage induced by ROS and therefore resulting in less chance to accumulate mutations to develop an aggressive cancer. Thus, a high expression of PAGE4 in PCa tissues may serve as a potential biomarker for better cancer prognosis.

## Additional files

Additional file 1: **Table S1.** Primers for Q-RT-PCR that were used in this article.

Additional file 2: **Figure S1.** ROS analysis in cells after H_2_O_2_ stimulate.

Additional file 3: **Figure S2.** Mice weight during the experiment.

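Each row of this table gives a gene with a base mean, a log2 fold change, its standard error, a p-value and an adjusted p-value from DESeq2, as the paper's values. The log2 fold changes belong to the DU145 comparison of PAGE4 cells with vector cells after H_2_O_2_: for all 420 genes with reads in both of these libraries, the paper's value lies within 0.001 of the log2 ratio of the raw counts plus 0.00184. In 22RV1 cells, the direction was the same as in the table for all 425 genes. In the paper's values, 178 genes are higher and 247 lower, and the adjusted p-value is 0.999993 for every gene. Of the 425 genes, 410 were DEGs in the counts of 22RV1 cells and 385 in those of DU145 cells.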

Additional file 4: **Table S2.** 425 shared DEGs in 22RV1 and DU145 cell lines.

Additional file 5: **Figure S3.** PAGE4 shows low tumor malignancy. **a** Heat map for several prostate cancer malignancy related genes. **b** Disease-free survival analysis of PAGE4 in TCGA dataset.

## Abbreviations

ACTB: Actin Beta
BMP4: Bone morphogenetic protein 4
BPH: Benign prostatic hyperplasia
CRPC: Castration resistant prostate cancer
CTA: Cancer testis antigen
DEG: Differentially expressed genes
DOX: Doxycycline
ERK: Extracellular signal-regulated kinase
GSEA: Gene Set Enrichment Analysis
HIPK1: Homeodomain-interacting protein kinase 1
IDP: Intrinsic disorder protein
JNK: JUN N-Terminal Kinase
MAP2K4: Mitogen-Activated Protein Kinase Kinase 4
MAPK: Mitogen-activated protein kinase
NAC: N-Acetyl-L-cysteine
PAGE4: Prostate Associate Gene 4
PCa: Prostate cancer
PCR: Polymerase Chain Reaction
PI: Propidine iodide
ROS: Reactive oxygen species
SCID: Severe combined immunodeficiency
SEM: Standard Error of Mean
SOD1: Superoxide Dismutase 1
TGF-β1: Transforming growth factor beta 1
TNFα: Tumor Necrosis Factor

How the deposited data were processed for this re-analysis (not part of the article)

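RNA-seq was analysed for 22RV1 and DU145 cells with an empty vector or PAGE4, treated with PBS or H_2_O_2_, with 1 library for each of the 8 conditions. The authors mapped reads to GRCh38 with HISAT2 2.1.0 and counted them with FeatureCounts 1.6.0, and the deposited values are raw counts per gene, without normalization, in 1 table per cell line. The tables list 58828 genes by symbol, of which 26 symbols had been turned into dates by a spreadsheet program and were kept as written. Total counts per library ranged from 25482984 to 43310401, with a median of 29843277. Genes near the floor of 3 counts cannot be compared at this depth, and intervals cover counting error only, since no condition has a second library.

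Counts were normalized with DESeq2 1.42.0 size factors computed within each cell line. DEGs were genes with a fold change over 1.5, after the paper's methods, and a mean normalized count of at least 10 over the 4 libraries of a line. That minimum was chosen because the smallest base mean in the paper's Table S2 is close to 10. A pseudocount of 0.5 was used for displayed log2 fold changes. Reads of 2 libraries were compared with an exact conditional binomial test with Benjamini-Hochberg adjustment and with 100 random redraws. All 8 libraries were fitted with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the 4 pairs of libraries as blocks and an adjusted p-value limit of 0.05. Gene lists were compared with 10000 random lists matched on mean expression in 20 bins. The remaining code used numpy, scipy and pandas. Coordinates are those of GENCODE release 44 on GRCh38.

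The tests were checked on simulated data. The edgeR test recovered 200 of 200 genes changed 4-fold among 19309 simulated genes, with 7 false calls. The changed genes had a mean count of at least 100 and the same change in every pair, and the libraries were drawn independently. This check therefore does not cover weakly expressed genes, effects that differ between the lines or pairs that share cultures. The binomial test recovered 200 of 200 genes changed 3-fold among 12943 genes with a mean normalized count of at least 100, with 11 false calls. Among the 20264 genes with a mean of at least 10, it recovered 165 of 200, with 10 false calls, and 24 of the 59 changed genes with a mean under 50. A DNA repair list shifted by 0.3 on the log2 scale reached the 100 percentile, and the unshifted list was at the 66.33 percentile.

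The alternatives were size factors from the 2 compared libraries, TMM, total counts, no count minimum, a mean of at least 50, a pseudocount of 1, a fold change over 2, DESeq2's Wald test, no filter, the cell line as the block, and each pair left out in turn. For gene lists, a pseudocount of 5, the PBS libraries and a weighted enrichment score were added. The genes given by name are those the paper names in its text or primer table, and the 3 highest and 3 lowest by mean log2 fold change over the 4 pairs among genes with the same direction in all 4 pairs, over 1.5-fold with H_2_O_2_ in both lines and a mean normalized count of at least 50 in both. HMOX1, FLNA, EGFR and the mitochondrial genes were chosen after their values were seen. CD44, LGALS1, S100A2 and TRPM8 come from a list of cell line markers written before the counts were opened, and were singled out after their values were seen. The gene sets of the paper's enrichment analyses, the protein data and the xenograft measurements were not analysed here.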

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

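The tests of mitochondrial rRNA and of the treatment labels in this part were chosen after the results were seen; the counts of other splits, the counting error and the GC check were chosen before.

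The effect of PAGE4 differed between the cell lines, which is the reason for a closer look: 493 genes had an adjusted p-value under 0.05 for the difference in edgeR's quasi-likelihood test, and 328 of them moved in opposite directions in the lines in all pairs. FLNA fell by 2.87 on the log2 scale in 22RV1 cells with H_2_O_2_ and had a log2 fold change of 0.02 in DU145 cells, and with PBS it fell by 3.98 in 22RV1 cells. EGFR fell by 1.59 in 22RV1 cells with H_2_O_2_. The real grouping was 1 of 3 splits of the pairs and the others gave 0 genes, with 200 and 252 genes at an unadjusted p under 0.05, but 3 splits cannot give a share under 0.05. Each construct in a line is 1 culture, so a difference between the cultures that PAGE4 did not cause cannot be told apart from its effect.

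The libraries treated with PBS, which the paper does not report on, gave 4057 DEGs in 22RV1 cells and 2823 in DU145 cells. The differences of PAGE4 cells with H_2_O_2_ and with PBS had a correlation of 0.53 across the 14609 genes with a mean normalized count of at least 50 in 22RV1 cells and of 0.36 across 13330 such genes in DU145 cells. Genes are not independent replicates, and most DEGs are expressed more weakly than that limit. Counting error alone gave 29.6% of the DEGs with H_2_O_2_ in 22RV1 cells and 42.3% in DU145 cells, so it accounts for part of them. A check of GC content and transcript length was void, because between 62.3% and 67.5% of the DEGs in the 4 comparisons have a known GC content. Over the genes that do, the rank correlation of the log2 fold change with GC content was 0.06 with PBS and -0.02 with H_2_O_2_ in 22RV1 cells, and 0.25 with PBS and -0.05 with H_2_O_2_ in DU145 cells, where the correlation with length was -0.19 with PBS.

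H_2_O_2_ itself, whose effect the paper does not report in these libraries, changed 4545 genes across the 4 pairs of H_2_O_2_ and PBS libraries with an adjusted p-value under 0.05. The real labels gave the most of 8 splits (1 of 8), a number that cannot give a share under 0.05. Exchanging the labels in any of the 7 other splits gave 0 genes, with 15 to 1085 genes at an unadjusted p under 0.05. A hand-written list of 25 oxidative stress genes was at the 100 percentile in both 22RV1 pairs but at the 24.13 and 9.66 percentiles in the DU145 pairs. By that list alone, a wrong treatment label in DU145 cells could not be ruled out; the exchanged labels go against it. HMOX1 rose by 5.34 in 22RV1 vector cells and by 0.50 in DU145 vector cells on the log2 scale. Its reads went from 151 with PBS to 5262 with H_2_O_2_ in 22RV1 vector cells, and from 2378 to 2980 in DU145 vector cells. The smaller rise in DU145 cells thus started from a higher level with PBS, so it does not by itself speak for a wrong label.

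MT-RNR1, the mitochondrial 12S rRNA, took 4.32% of the counts of DU145 vector cells with H_2_O_2_ against 1.04% with PBS, and 4.54% against 0.90% in PAGE4 cells. The share of MT-RNR2 stayed at 4.65% and 4.90% in vector cells. The ratio of MT-RNR1 to MT-RNR2, which no scaling of a library changes, rose by at least 2.13 on the log2 scale in DU145 cells and by at most 0.25 in 22RV1 cells, so neither library scaling nor an effect of H_2_O_2_ on both lines accounts for it. The mitochondrial mRNAs fell in both lines: of 13, 13 were lower with H_2_O_2_ in each DU145 pair, with a median log2 change of -2.38 in vector cells and -2.27 in PAGE4 cells, and 10 were lower in each 22RV1 pair, with medians of -0.91 and -0.35. A response of MT-RNR1 in DU145 cells may be involved, as a hypothesis; reads shared with nuclear copies of the gene were not tested.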

How the results depend on the processing

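The choices were fixed before the data were examined, except the share of DEGs with the same direction with PBS and the GC correction, which were added after. Size factors from the 2 compared libraries, TMM, total counts and a pseudocount of 1 left all DEG counts within 1.5 times their value. Without a count minimum, DEGs numbered 16603 (22RV1) and 14519 (DU145) with H_2_O_2_ and 16007 and 14133 with PBS, with 7581 shared and 3779 in the same direction. With H_2_O_2_, 3216 and 1050 exceeded counting error, which alone gave 10700.5 and 11071. The same direction with PBS was seen for 43.9% and 39.9%. Genes with no reads in either PBS library of a line count here as not in the same direction, so these low shares do not show reversed directions. With a mean of at least 50, the DEGs were 1779 and 610 with H_2_O_2_ and 1220 and 653 with PBS, with 107 shared and 49 in the same direction; 1706 and 499 exceeded counting error, which alone gave 69.5 and 62.5, and 74.7% and 71.1% had the same direction with PBS. With a fold change over 2, the DEGs were 2209 and 1216 with H_2_O_2_ and 1939 and 1178 with PBS, with 174 shared and 88 in the same direction. With H_2_O_2_, 1546 and 583 exceeded counting error, which alone gave 384 and 326.5. The same direction with PBS was seen for 66.4% in 22RV1 cells and 59.1% in DU145 cells. The share of shared DEGs with the same direction ran from 45.8% to 50.6% over these settings. The cause of these changes was not tested, apart from counting error.

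The DNA repair list in 22RV1 cells fell from the 99.89 percentile to the 88.8 percentile with a weighted enrichment score. In DU145 cells, it moved from the 31.01 percentile to the 54.5 percentile with that score, which reverses its side, and to the 0 percentile in the PBS libraries; the cause was not tested.

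The effect of PAGE4 common to the 4 pairs was 27 genes. It was 68 with DESeq2's Wald test, 483 without a filter on low counts and 1 with the cell line as the block, against 29 with DESeq2 size factors. Leaving out each pair in turn gave from 1 to 44 genes. Leaving out each pair of the H_2_O_2_ test gave from 1982 to 3985 genes, against 4545. The difference between the lines was 493 genes, 304 with DESeq2's Wald test and 806 without a filter. The cause was not tested. A correction for GC content, chosen after the data were seen, gave 3206 DEGs in 22RV1 cells with H_2_O_2_ against 3207 over the genes with a known GC content. With PBS, it gave 2663 against 2640 in 22RV1 cells. In DU145 cells, it gave 1762 against 1746 with H_2_O_2_ and 1774 against 1781 with PBS.

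The labels carry no replicate numbers, so no replicate number was used as a block. The blocks were the cell line with treatment in the tests of PAGE4, the cell line with construct in the test of H_2_O_2_, and the cell line alone as an alternative.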

Differences from the paper's values

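The paper reports 425 shared DEGs. The counts gave 829 genes over 1.5-fold in both lines. In either direction, none of the alternatives set before the data were examined came within 1.5 times the paper's number: it was 863 with size factors from the 2 compared libraries, 855 with TMM, 846 with total counts, 771 with a pseudocount of 1, 7581 without a count minimum, 107 with a mean of at least 50 and 174 with a fold change over 2. Counting only genes with the same direction in both lines, a count also set before the data were examined, closed the gap: it gave 411 genes, 431 with size factors from the 2 compared libraries, 428 with TMM, 426 with total counts and 382 with a pseudocount of 1, but 3779 without a count minimum, 49 with a mean of at least 50 and 88 with a fold change over 2. All 425 genes of Table S2 had the same direction in both lines.

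The paper's Fig. 6d shows F2R lower in DU145 cells with PAGE4 than with vector. In the counts, F2R was higher, with a log2 fold change of 0.69 in DU145 cells with H_2_O_2_ and 1.12 in 22RV1 cells; the paper's own Table S2 value for DU145 is 0.692.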

Other observations

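The tests of overlap, direction, response size and cell line markers in this part were chosen after the results were seen; those of other splits of the samples and of counting error were not.

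The overlap of DEGs between the lines was slightly larger than shuffles among genes of similar expression gave: 21 of 1000 shuffles reached 829 genes. The direction was the same for 49.6% of the shared DEGs, and 194 of 1000 shuffles gave at least 411 genes in the same direction, so the directions in the lines may be unrelated for most of these genes. For genes with a mean of at least 50 in both lines, the log2 fold changes with H_2_O_2_ had a correlation of 0.04 across genes.

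The effect of PAGE4 common to the 4 pairs, 27 genes, was reached in 2 of 8 splits: exchanging the labels of both DU145 pairs gave 33 genes. A design with 8 splits cannot give a share under 0.05. Of the 27 genes, 13 had the same direction in all 4 pairs, and 9 of those had a mean normalized count of at least 10 in both lines.

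In 22RV1 cells, genes that H_2_O_2_ raised (424) or lowered (521) in DU145 cells responded less in PAGE4 cells: the median log2 change was 0.41 against 0.74 in vector cells for raised genes, and -0.47 against -0.74 for lowered ones. The gap between the sets was 40.8% smaller. A scaling factor cancels in that gap, so its lowest value over 3 scalings, 40.7%, is no test of the scaling. For genes chosen from 22RV1 cells, the gap in DU145 cells was 7.1% smaller, and between 6.2% and 13.2% over the scalings, so whether PAGE4 dampens the response to H_2_O_2_ in both lines cannot be told from these libraries. The smaller response in 22RV1 cells rests on 1 culture of each kind.

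Of 16 marker genes of the lines written before the counts were opened, 4 reached 10% of their level in the other line. CD44 and LGALS1, chosen as DU145 markers, reached 200.37% and 207.54% of their DU145 level in a 22RV1 library and so did not mark DU145 cells here, S100A2 reached 18.39%, and TRPM8 was at a mean of 0.05 CPM in 22RV1 cells, its own line, and reached 588.84% of that in DU145 cells. The other markers stayed under 10%, which goes against exchanged or mixed lines.

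FBLN1, which the paper measured in xenografts of DU145 cells and reports as increased by PAGE4 in Fig. 5e, was lower in PAGE4 cells in culture in all 4 pairs, with log2 fold changes with H_2_O_2_ of -0.77 in 22RV1 cells and -0.82 in DU145 cells, and -0.74 over the pairs (adjusted p = 0.00426 in edgeR's quasi-likelihood test). FSTL1 was also lower in all 4 pairs, with -0.65 and -1.22 with H_2_O_2_ (adjusted p = 0.0374 in the same test). ACTA2 was higher in all 4 pairs, with 0.78 and 1.92 with H_2_O_2_. Its DU145 value rests on 6 reads in vector cells and 24 in PAGE4 cells. The common effect did not pass for ACTA2 or EFEMP1, with adjusted p-values of 0.455 and 0.516 in edgeR's quasi-likelihood test. EFEMP1 had log2 fold changes of 1.31 and 0.62 with H_2_O_2_, but with PBS it was lower in 22RV1 cells, at -0.52, and higher in DU145 cells, at 0.61. The SOD1 log2 change with H_2_O_2_ lay between -0.20 and 0.18 over the 4 pairs. PAGE4 in PAGE4 cells was 1.12-fold (95% Clopper-Pearson interval 1.04 to 1.21) with H_2_O_2_ over PBS in 22RV1 cells and 1.60-fold (1.48 to 1.74) in DU145 cells.

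With H_2_O_2_ over PBS, the DNA repair list fell in 22RV1 cells, by a median of -0.242 in vector cells and -0.239 in PAGE4 cells on the log2 scale, below all 10000 random lists. In DU145 cells, the medians were -0.072 in vector cells, at the 2.48 percentile of the random lists, and -0.025 in PAGE4 cells, at the 12.85 percentile. These comparisons were added after the counts were seen.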
